A study of Rattus norvegicus with 99 samples. Its data were reported in "A common gene signature of the right ventricle in failing rat and human hearts" (2024).

How the data were processed

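Whole heart tissue of 33 male rats, the F1 offspring of Wistar Kyoto mothers and Lewis fathers, was separated into left ventricle (LV), interventricular septum (Spt) and right ventricle (RV), and 1 polyadenylated RNA library was sequenced from each, giving 99 libraries. According to the study's methods, the authors trimmed the single-end reads with Trim Galore, mapped them with STAR to the rat genome Rnor6.0 with UCSC gene annotation inside the nf-core RNA-seq pipeline, and counted reads per gene with featureCounts with multiple overlaps disabled. Whether the counting used the strand of the reads is not stated. If it did not, reads from places where genes overlap on opposite strands were counted for neither gene. The authors then used DESeq2 for normalization and testing.

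The deposited table holds 17337 genes, of which 2218 had no count in any library, and each library has a column of counts, of normalized counts and of FPKM. The deposited counts are whole numbers that were not normalized. The deposited normalized counts equal the counts divided by 1 size factor per library, which the authors computed with DESeq2, and are a signal on a linear scale. The deposited FPKM values equal the normalized counts divided by a constant per gene, its length, so that the relative length of every tested gene could be taken from the table. Only the counts entered the tests. In 44 rows the NCBI identifier was a dash or repeated, and these rows were tested under their symbol. No genome or annotation of the build used by the authors was used here, so no coordinates are given.

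Samples were grouped by condition and chamber from their labels alone. The labels conflict in places. The tissue field of the RV samples names the left ventricle, while their title and source name the right, and the latter were followed. The RV column joined to Sham-LF replicate 1 by its description is named after the other group of older shams, and its title and age were followed. A sample sheet of the study gives the Spt columns of AOB-F replicates 1 and 2 in exchanged order, which leaves their group as it is but bears on which Spt library belongs to which animal. Total counts ranged from 12.1 to 24.2 M (mega) per library, with a median of 17.4 M, and the 10 most abundant genes held 12.2% to 15.9% of the counts of a library. A gene with 3 or fewer counts in every library of a group was treated as being at the detection floor, and a fold change against such a group was computed against 3 counts and given as a lower bound. These limits cover counting error only, because reads from amplified libraries are not independent molecules. The library numbers in the labels fall into 3 runs, called library series 1, 2 and 3 here. In LV and RV, replicates 1 and 2 of the groups of 7 animals belong to series 1, replicates 3 to 5 to series 2 and replicates 6 and 7 to series 3, and the libraries of the heart failure stage belong to series 2. In Spt, replicates 1 and 5 of the groups of 7 belong to series 2 and all other libraries to series 3.

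Each banding group was compared with its own sham group in each chamber in 1 fit of the 33 libraries of that chamber with its 7 conditions, with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), TMM normalization, the default filter of filterByExpr on low counts and no covariate. The same fits gave the comparison of old with young shams and the interaction of banding with stage. Comparisons between chambers and the interaction of banding with chamber came from 1 fit of all 99 libraries with 21 groups. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called DEGs. Both lists of cardiomyocyte genes, 224 regulated upon pulmonary artery banding and 127 upon aortic banding, with 27 on both, are those the study chose in isolated cardiomyocytes of other animals. As used here they carry no direction. Each was summarised by its median log2 fold change, camera in limma 3.58.1 with a preset correlation of 0.01, its percentile among 10000 random lists matched on mean expression in 20 bins, and the DEGs on it, adjusted over all genes and adjusted over the list alone. Adjusted p of camera and fry are over the 12 pairs of list and comparison.

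The genes named in the text follow a rule. They are Nppa, Nppb, Penk, Acta1, Ankrd23 and Tceal7, which the study followed by RNA-FISH, with Myh7, Col1a1, Col3a1 and Col8a1. Added to them for the comparisons of the banded ventricle were the 5 largest rises and 3 largest falls, and for every other comparison the 2 largest rises and 2 largest falls, among DEGs with a mean of at least 1 CPM in the higher group and no overlap between the libraries of both groups, passing over symbols that begin with LOC, RGD or Mir. Of the genes this rule names, 2 are not reported here. Levels are given as CPM, counts scaled to an equal library total, after TMM normalization. The designs, the naming rule, the lists and most alternatives were fixed before the data were examined. The genes with the lowest p in comparisons without DEGs, and Myl7 and Bmp10, were chosen after their values were seen.

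The alternatives were the DESeq2 Wald test (DESeq2 1.42.0), DESeq2's size factors in the edgeR fit, no filter on low counts, all 99 libraries in 1 fit, only the groups compared, library series as a covariate, the replicate number or the animal as a block, the older shams pooled into 1 group of 5, fry or an estimated correlation in place of camera's preset one, an adjusted p of 0.01 for the overlap of the failing ventricles, and leaving out each animal of a group of 2 to 5 in turn. Leaving out each animal of the groups of 7 was added after seeing the data. Libraries with the same condition and replicate number in different chambers come from 1 animal according to the labels. The correlation of their deviations from the group means, over the 2000 genes with the largest variance, averaged 0.39 between LV and RV of Sham-H and 0.03 between LV and Spt. For these chamber comparisons the fit with the animal as a block is given where it changed the number of DEGs by more than 1.5 times.

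Both fits were tested on simulated counts drawn from the means, library sizes and dispersions of the real LV libraries, also for PAB-F. In each, 200 genes above a limit on low counts were changed by known folds. The edgeR fit recovered 185 of the 200 (92.5%) in 7 against 7 animals with 11 false calls, 175 (87.5%) in 4 against 3 with 9 false calls, and 151 (75.5%) in 3 against 2 with 14 false calls, among 11657 to 11662 genes tested. The DESeq2 fit recovered 181 (90.5%) in 4 against 3, with 20 false calls among 14434 genes. The simulation has a single dispersion per gene for all groups, so it does not cover animals that respond unequally. It draws genes independently and has no library series, so its false calls do not cover shifts that many genes share. Correlations across libraries were tested with 1e+05 permutations, so that the smallest p they can give is 1e-05. Splits of the animals into groups of the same sizes were enumerated, or 100 of them drawn, or 50 for the interaction of banding with chamber in the groups of 7. The tables of the authors' own comparisons and the data from isolated cardiomyocytes were not used here.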

Results

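Pressure overload was induced in rats by a clip that does not constrict when it is placed and tightens as the animal grows, around the pulmonary artery (PAB) to load the right ventricle or around the aorta (AOB) to load the left. Hearts were taken at a compensated stage of hypertrophy (H), after 7 weeks of banding at an age of 11 weeks, or at heart failure (F). The compensated stage had 7 animals each of Sham-H, PAB-H and AOB-H. The failure stage had 3 PAB-F and 2 Sham-RF animals (21 weeks after surgery, age 27 weeks), and 4 AOB-F and 3 Sham-LF animals (24 weeks after surgery, age 30 weeks). These ages are those of the sample labels, by which surgery was at 4 weeks of age in H and 6 weeks in F, and the study's text gives other ages. Each of the 33 animals gave 1 library from LV, Spt and RV. Total counts per library ranged from 12.6 to 24.2 M (mega) in LV, from 12.1 to 22.1 M in Spt and from 12.8 to 23.8 M in RV. After the filter on low counts, 11703 genes were tested in LV, 11624 in Spt and 11734 in RV.

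The main axis of variation in LV and RV followed the series in which libraries were made. In LV, principal component 1 held 39.2% of the variance of log2 CPM, and library series accounted for a share of 0.83 of its variance (permutation p 1e-05, the smallest that 1e+05 permutations can give). Condition accounted for a share of 0.0267 (permutation p 0.997). In RV the component held 36.8% of the variance, with a share of 0.582 between series (permutation p 2e-05) and 0.142 between conditions (permutation p 0.643). In Spt, where the series divide the animals otherwise, component 1 held 27.3% of the variance, with a share of 0.303 between conditions (permutation p 0.12) and nearly none between series (permutation p 0.986). For this reason within-series values are given with the comparisons.

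**Figure D1:**
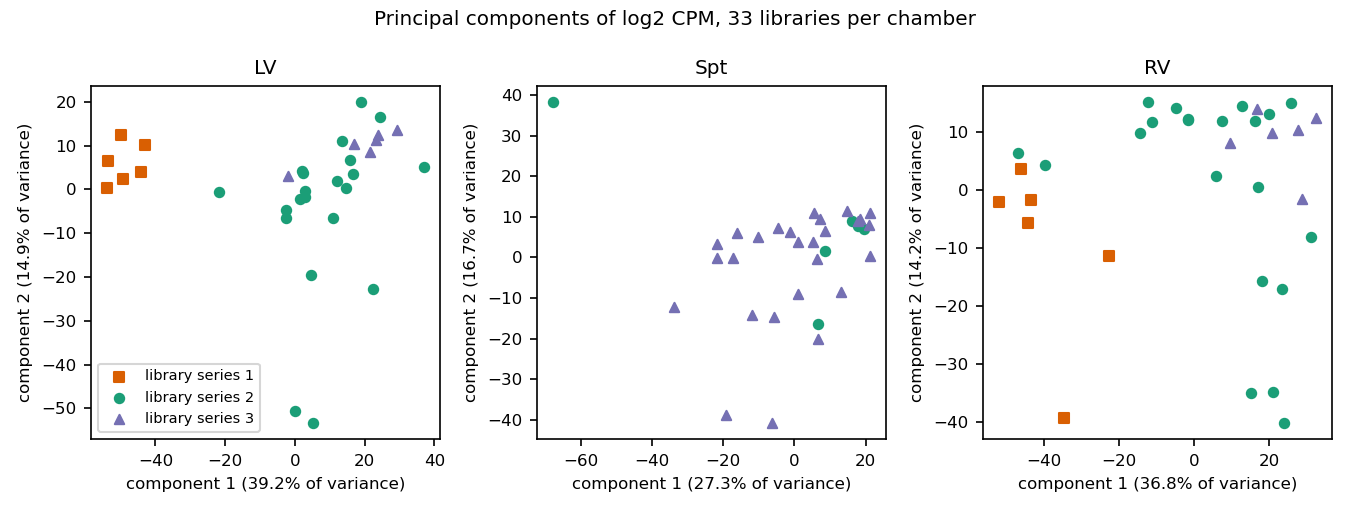
The scores of the 33 libraries of each chamber on principal components 1 and 2 of log2 CPM are plotted, with the share of variance on each axis and the library series as symbols. In LV the 6 libraries of series 1 lie below all others on component 1, which holds 39.2% of the variance there. In RV, where it holds 36.8%, they lie at the low end together with 2 Sham-LF libraries of series 2, at -47.0 and -39.8, while series 1 spans -52.0 to -22.6.

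The labels of LV and RV were checked against the expression difference between both ventricles of each animal, over 50 genes chosen in the other animals for their RV minus LV difference. In 30 animals the difference had the same direction as in the other animals, with a ratio to their median from 0.364 to 1.56. In 3 animals the direction was opposite, at -1.01 for Sham-H replicate 6, -1.04 for PAB-H replicate 2 and -1.34 for AOB-H replicate 1. The labels were kept, and results that draw on these animals concern the libraries labelled LV and RV.

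**Figure D2:**
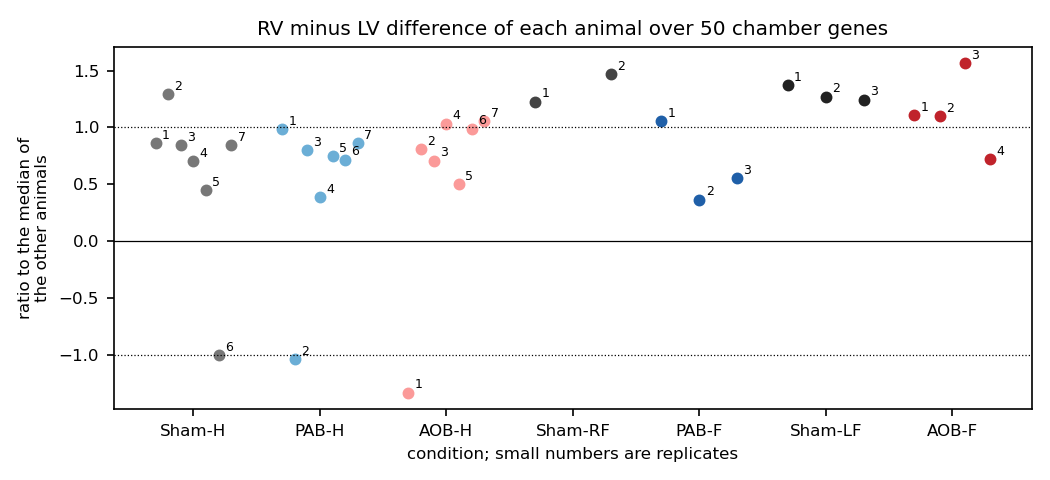
For each animal, the RV minus LV difference over 50 chamber genes is plotted as its ratio to the median of the other animals, by condition, with the replicate number beside each point. The points of 3 animals lie between -1.34 and -1.01, and those of the other 30 between 0.364 and 1.56.

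At the compensated stage, no gene passed an adjusted p of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted) upon PAB or AOB in any chamber, with 7 animals against 7. Upon PAB, 552 genes in LV, 516 in Spt and 148 in RV had an unadjusted p under 0.05, where chance alone would give about 585, 581 and 587. Upon AOB these numbers were 531 in LV, 1851 in Spt and 110 in RV. The alternative that moved these counts most was leaving out AOB-H replicate 6 in Spt, after which 92 genes passed, while 13 passed without AOB-H replicate 7 and 13 by the DESeq2 Wald test. With all 99 libraries in 1 fit, 8 genes passed upon PAB in LV. Within each single library series, no gene passed in these 6 comparisons, with at most 1532 genes at an unadjusted p under 0.05, in RV upon AOB in series 3 with 2 animals against 2. The lowest adjusted p in Spt upon AOB was 0.153, reached by Tgfa (log2 fold change 1.74 ± 0.34, SE). Ankrd23 had the same adjusted p there, with a log2 fold change of 1.88 ± 0.38 and 240 ± 184 CPM (SD, n = 7) against 65.1 ± 15.5 (SD, n = 7), above all shams in 5 of 7 animals. In LV upon AOB it changed by 1.78 ± 0.43 (adjusted p 0.709) and Tceal7 by 1.58 ± 0.41 (adjusted p 0.709), and Nppa by 0.17 ± 0.56 (adjusted p 0.973). The LV library of AOB-H replicate 3 held 570 CPM of Ankrd23, while the highest of the other 6 held 183. Without this animal the LV values of Ankrd23, Tceal7 and Nppa were 1.04, 0.99 and -0.43, and that of Nppa was 0.84 without Sham-H replicate 6. In RV upon PAB the changes of Ankrd23 (1.54 ± 0.66), Acta1 (0.93 ± 0.51) and Nppa (1.01 ± 1.03) did not pass, with an adjusted p of 0.9996 for each. Without PAB-H replicate 5 the first 2 were 0.91 and 0.44, and Nppa ranged from 0.06 without PAB-H replicate 1 to 2.02 without Sham-H replicate 7.

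In the failing LV, AOB-F was compared with Sham-LF, 4 animals against 3. Of 11703 genes, 98 were DEGs (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 78 higher and 20 lower, and 1486 had an unadjusted p under 0.05, where chance would give about 585. The libraries of both groups did not overlap for 85 of the 98 DEGs, a pattern that chance gives for 5.71% of genes and that 11.9% of all tested genes showed. DEGs are chosen for a difference, so this share describes them and is no separate test, here and below. The count rested on single animals and on the fit. Leaving out AOB-F replicate 1 or 4, or any of the 3 Sham-LF animals, left 0 DEGs, with 834 to 1281 genes at an unadjusted p under 0.05, while 262 remained without AOB-F replicate 2 and 636 without replicate 3. A fit of these 7 libraries alone gave 0 DEGs, with 1402 genes at an unadjusted p under 0.05. The DESeq2 Wald test called 245, among them 96 of the 98. All 7 libraries belong to library series 2, and a fit of the LV libraries of that series gave 0 DEGs, with 1932 genes at an unadjusted p under 0.05.

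The largest rise in the failing LV was that of Hs3st2, at 5.19 ± 0.95 on the log2 scale (SE, adjusted p 0.0292), with 8.33 ± 7.96 CPM in AOB-F (SD, n = 4) and 0.214 ± 0.126 in Sham-LF (SD, n = 3), where 1 to 5 reads per library were counted. Crtac1 rose by 3.78 ± 0.76 (adjusted p 0.0320), from 0.374 ± 0.180 to 5.21 ± 5.09 CPM. Nppa rose by 3.73 ± 0.93 (adjusted p 0.0472), from 745 ± 123 to 9869 ± 8035 CPM. Thbs4 rose by 3.65 ± 0.86 (adjusted p 0.0352) and Ltbp2 by 3.58 ± 0.68 (adjusted p 0.0292). Among the largest falls were those of Lsamp (-1.46 ± 0.35, adjusted p 0.0389) and Prkar1b (-1.29 ± 0.28, adjusted p 0.0320). Each of these rises and falls held in 4 of 4 AOB-F animals against all 3 shams, but each was larger in replicates 1 and 4. Nppa was at 17453 and 16127 CPM in these, and at 3715 and 2180 CPM in replicates 2 and 3. Crtac1 was at 9.87 and 9.36 CPM against 0.731 and 0.866, where the highest sham held 0.485. All 10 of the fixed genes were higher in AOB-F, 9 of them with an unadjusted p under 0.05, and Nppa alone passed. Ankrd23 (2.52 ± 0.64, adjusted p 0.0528) and Tceal7 (2.28 ± 0.60, adjusted p 0.0643) came close, and Nppb changed by 1.44 ± 0.44 (adjusted p 0.104). Col1a1 changed by 0.88 ± 0.26 (adjusted p 0.0992). These adjusted p are from edgeR's quasi-likelihood test.

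**Figure D3:**
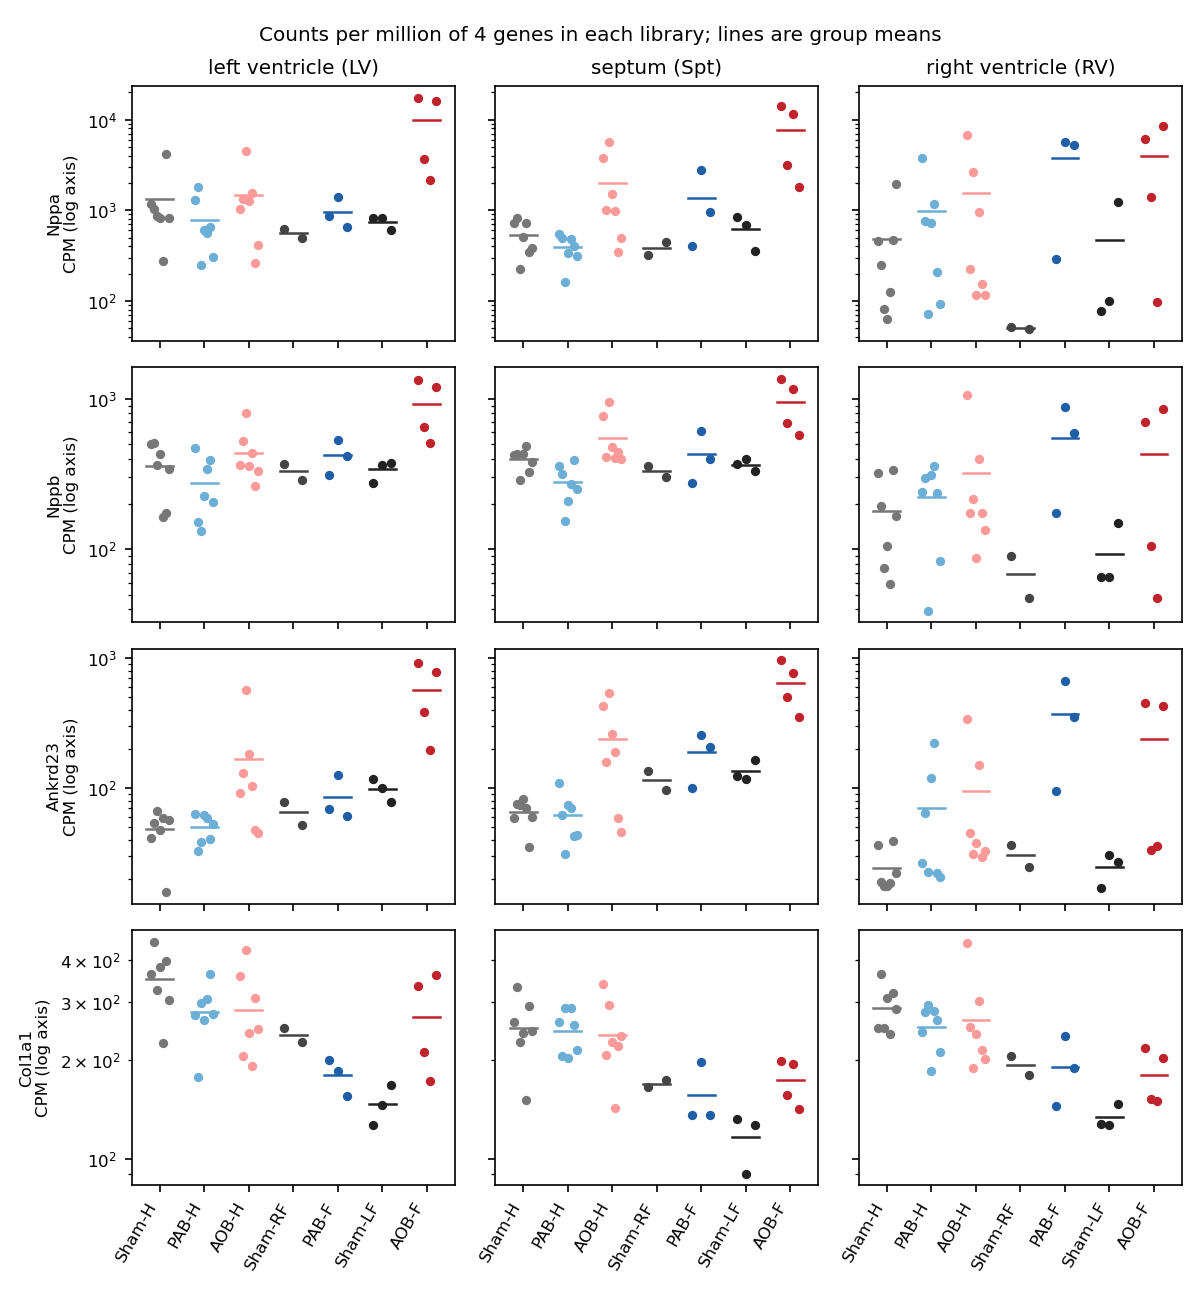
Counts per M of Nppa, Nppb, Ankrd23 and Col1a1 are plotted on log axes for each library, by chamber and condition, with lines at the group means. In LV the 4 AOB-F animals averaged 9869 CPM of Nppa and the 3 Sham-LF animals 745 CPM.

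In the septum of the same animals, AOB-F gave 27 DEGs by edgeR's quasi-likelihood test, 18 higher and 9 lower, with 1420 genes at an unadjusted p under 0.05. The groups did not overlap for 25 of the 27 (5.71% by chance, 9.76% of all tested genes). Leaving out AOB-F replicate 1 or 3, or Sham-LF replicate 1 or 2, left 0 DEGs, with 864 to 1513 genes at an unadjusted p under 0.05, and leaving out Sham-LF replicate 3 left 5. Leaving out AOB-F replicate 2 gave 88 and leaving out replicate 4 gave 234. All 99 libraries in 1 fit gave 1 DEG, and the 7 libraries alone gave 0, with 1148 genes at an unadjusted p under 0.05. Within library series 3, which holds all 7 of these libraries, 11 genes passed, 9 of them among the 27. The largest rises were those of Pcp4 (3.82 ± 0.81, adjusted p 0.0411) and Phyhipl (3.44 ± 0.73, adjusted p 0.0411), and the largest falls those of Cnga4 (-1.73 ± 0.31, adjusted p 0.0250) and Lsamp (-1.61 ± 0.31, adjusted p 0.0263), by edgeR. None of the fixed genes passed, although all 10 were higher with an unadjusted p under 0.05, and the lowest adjusted p among them was 0.0554, for Nppa (3.58 ± 0.83). Of the DEGs, 15 were shared with those in LV of the same animals. Of the 98 DEGs in LV, 96 had the same sign in Spt and 96 in RV.

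In the failing RV, PAB-F was compared with Sham-RF, 3 animals against 2, which is the comparison of the loaded right ventricle. No gene passed an adjusted p of 0.05 among 11734, and 982 had an unadjusted p under 0.05, where chance would give about 587. DESeq2 called 1 gene, and a fit of all 99 libraries called 8. Within library series 2, which holds these libraries, 0 genes passed and 1141 had an unadjusted p under 0.05. The lowest adjusted p was 0.282, for Usp40 (-0.68 ± 0.14). Nppa changed by 6.23 ± 2.36 (edgeR adjusted p 0.524), with 3771 ± 3023 CPM in PAB-F (SD, n = 3) and 50.1 ± 1.85 in Sham-RF (SD, n = 2). The RV library of PAB-F replicate 3 also held 1044 CPM of the atrial gene Myl7, so part of its Nppa was open to an atrial source. Ankrd23 changed by 3.59 ± 1.28 (edgeR adjusted p 0.524), Nppb by 2.99 ± 1.14 and Acta1 by 2.24 ± 0.94. Of the 10 fixed genes, 9 were higher in PAB-F and 5 of them had an unadjusted p under 0.05. Col1a1 changed by -0.03 ± 0.26, and by 0.15 without PAB-F replicate 1. In LV of the PAB-F animals 0 genes passed and 122 had an unadjusted p under 0.05, and in Spt 0 passed and 481 had one. Within the single series that holds them, 0 passed in either chamber, with 207 in LV and 994 in Spt at an unadjusted p under 0.05. In Spt, a fit of the 5 libraries alone gave 792 DEGs.

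In RV of AOB-F animals, which aortic banding does not load directly, 0 genes passed and 1509 had an unadjusted p under 0.05. Within library series 2, which holds all 7 of these libraries, 0 genes passed and 2570 had an unadjusted p under 0.05. With library series as a covariate 76 genes passed, with all 99 libraries in 1 fit 17 passed, and there were 3 without AOB-F replicate 2 and 4 without replicate 3. Ankrd23 changed by 3.25 ± 1.04 (edgeR adjusted p 0.328), above all shams in 4 of 4 animals, and Myh7 by 1.35 ± 0.43 (edgeR adjusted p 0.328), also in 4 of 4. Both changes were carried by replicates 1 and 4, with 451 and 430 CPM of Ankrd23. Replicates 2 and 3 held 33.3 and 35.8 CPM, little above the highest sham at 30.6. Myh7 was at 15087 and 16216 CPM against 6614 and 5944, with the highest sham at 4818.

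Whether the response grew from the compensated to the failure stage was tested as an interaction, each stage against its own sham. For PAB in RV 0 genes passed, with 313 at an unadjusted p under 0.05, and for AOB in LV 0 passed, with 890. Within series 2, 0 genes passed for either, with 219 at an unadjusted p under 0.05 for PAB and 325 for AOB. In LV, leaving out AOB-H replicate 3 gave 10 genes. Nppa differed between stages by 3.55 ± 1.04 in LV upon AOB (edgeR adjusted p 0.462) and by 5.22 ± 2.37 in RV upon PAB (edgeR adjusted p above 0.999). Whether the response differed between ventricles was tested as an interaction of banding with chamber. No gene passed for PAB, RV minus LV, at the compensated stage (79 genes at an unadjusted p under 0.05) or in failure (583), or for AOB, LV minus RV, at the compensated stage (106) or in failure (286), where chance alone would give about 596 of 11924 genes. A difference between ventricles in the number of DEGs is therefore not a tested difference in response. Within series 2, 0 genes passed in failure either, with 612 at an unadjusted p under 0.05 for PAB and 397 for AOB, and within series 1, 2 and 3, 0 passed at the compensated stage.

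The failing ventricles were compared with each other, RV of PAB-F and LV of AOB-F, which share no animal. Among 11613 genes tested in both, the DEGs had 0 genes in common, because none was called in RV, and the same 0 was found under each alternative, among them DESeq2, with 1 DEG in RV and 245 in LV, and 1 fit of all 99 libraries, with 8 and 143. Of the 98 DEGs in LV, 92 had the same sign in RV of PAB-F (93.9%), as did 59.8% of all genes. The log2 fold changes of both comparisons had a Pearson correlation across genes of 0.42 and a Spearman correlation of 0.30, and genes are not independent replicates.

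Both gene lists from isolated cardiomyocytes were examined in tissue, as medians of log2 fold changes over the genes tested. The lists were chosen on other animals and carry no direction, so a median near 0 can hide changes in both directions. The AOB list had a median of 0.56 in the failing LV (camera adjusted p 1.9e-20 across 12 pairs of list and comparison), higher than in each of 10000 random lists, with 108 of 122 genes higher and all 4 AOB-F animals above all shams. Of these genes 12 were DEGs over all genes and 42 when adjusted over the list alone. The AOB list stood above each random list in its other comparisons too, so that rank does not set the failing LV apart. In Spt of AOB-F the median was 0.37 (camera adjusted p 1.22e-16), with 2 of 4 animals above all shams, 3 DEGs and 28 when adjusted over the list alone, and in RV of AOB-F 0.24 (camera adjusted p 5.39e-05), with 2 of 4 animals above all shams, 0 DEGs and 2 when adjusted over the list alone. At the compensated stage the AOB list had medians of 0.12 in LV (camera adjusted p 5.39e-05), 0.23 in Spt (9.13e-11) and 0.09 in RV (0.000263), with 0 DEGs in each and 2, 12 and 0 when adjusted over the list alone. At that stage 2 of 7 animals in LV, 4 in Spt and 3 in RV were above all shams. The LV value fell to 0.03 without AOB-H replicate 3, that in Spt to 0.13 without the same animal, and that in RV to -0.002 without AOB-H replicate 1. Within library series 1, 2 and 3, the medians upon AOB at the compensated stage were 0.002, 0.31 and -0.10 in LV and 0.29, 0.15 and -0.27 in RV, and in Spt they were 0.33 in series 2 and 0.20 in series 3. In AOB-F they were 0.56 in LV and 0.22 in RV within series 2, and 0.39 in Spt within series 3.

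The PAB list had a median of 0.18 in the failing RV (camera adjusted p 0.000203), with 150 of 223 genes higher, 2 of 3 animals above all shams, 0 DEGs and 0 when adjusted over the list alone. This median was 0.32 without PAB-F replicate 1. In RV at the compensated stage it was -0.07 (camera adjusted p 0.110), and 0.06, -0.03 and -0.21 within library series 1, 2 and 3. In LV it was -0.08 upon PAB-H (camera adjusted p 0.000293) and -0.05 upon PAB-F (camera adjusted p 0.102), and in Spt -0.01 (camera adjusted p 0.882) and 0.07 (camera adjusted p 0.147), with 0 DEGs and 0 when adjusted over the list alone in each. The PAB list stood above each random list in the failing RV and below each in RV upon PAB-H. Without regard to sign, its median change in RV was 0.378 upon PAB-F and 0.144 upon PAB-H, above each random list. In LV and Spt it exceeded at least 99.45% of them, so that rank hardly sets RV apart. Random lists were matched on mean expression and not on spread. The median for PAB-H in LV became -0.12 without Sham-H replicate 5, that for PAB-H in RV -0.04 without Sham-H replicate 4, that for PAB-F in LV -0.09 without PAB-F replicate 1 and -0.02 without replicate 3, and that for PAB-F in Spt 0.02 without PAB-F replicate 2 and 0.14 without PAB-F replicate 1. That for PAB-H in Spt changed sign when any of 6 single animals was left out, and was 0.16 within series 2 and -0.07 within series 3. In LV upon PAB-H the medians within series 1, 2 and 3 were -0.20, -0.03 and -0.08. In PAB-F they were -0.04 in LV and 0.18 in RV within series 2, and 0.08 in Spt within series 3. Of the camera results, those of the AOB list in LV and Spt of AOB-F held under fry (adjusted p 0.0242 and 0.0378), and none held with an estimated correlation (lowest adjusted p 0.108). A limit of p at most 0.01, which is 1 part of the study's rule, was applied to the union of PAB-H and PAB-F in RV, where 0 genes passed it after adjustment, and 220 passed it unadjusted by edgeR, 9 of them on the PAB list.

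**Figure D4:**
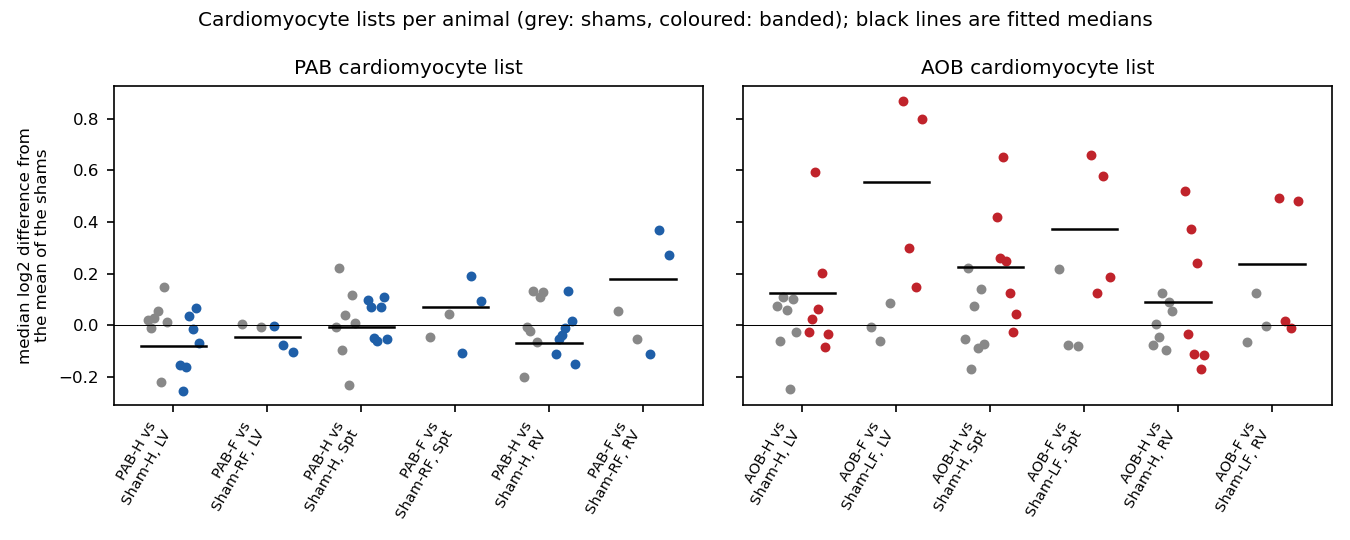
For each animal, the median log2 difference from the mean of the shams is plotted over the PAB list (left) and the AOB list (right), shams in grey and banded animals in colour, with a line at the median of the fitted log2 fold changes. For the AOB list in the failing LV the 4 AOB-F animals lie between 0.15 and 0.87, above all 3 shams.

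Shams labelled as 30 weeks old were compared with shams labelled as 11 weeks old, 3 animals against 7, which also differ in age at surgery and in time since it. In Spt 201 genes were DEGs by edgeR's quasi-likelihood test, 169 higher and 32 lower with age, and the groups did not overlap for 127 of them (1.67% by chance, 4.09% of all tested genes). In RV there were 8, 6 higher and 2 lower, all without overlap (2.99% of all tested genes), and in LV 1. In Spt, 2 genes remained DEGs without Sham-LF replicate 1 and 4 without replicate 2, while 1279 were called without replicate 3, and leaving out Sham-H replicates in turn gave 92 (without replicate 6) to 566 (without replicate 5). In RV there were 4 without Sham-LF replicate 1, 14 without replicate 3 and 0 without replicate 2, with 488 genes at an unadjusted p under 0.05, and 829 with library series as a covariate. In LV the count was 2 without Sham-H replicate 3 and 6 without replicate 5. Within series 3, which holds 3 and 5 of the Spt libraries, 259 genes passed, 140 of them among the 201. Within series 2, with 3 animals against 3, 1 gene passed in LV and 0 in RV, with 2332 at an unadjusted p under 0.05.

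Col3a1 was lower in the older shams in all chambers, by -1.20 ± 0.18 in Spt (adjusted p 0.000637), -0.99 ± 0.20 in RV (adjusted p 0.0305) and -1.11 ± 0.22 in LV (adjusted p 0.0758). Col1a1 was lower by -1.09 ± 0.21 in Spt (adjusted p 0.0108), -1.10 ± 0.21 in RV (adjusted p 0.0232) and -1.27 ± 0.25 in LV (adjusted p 0.0758). In Spt, Col3a1 had 423 ± 47.9 CPM in Sham-LF (SD, n = 3) and 979 ± 174 in Sham-H (SD, n = 7), and in each chamber both genes were below all 7 young shams in 3 of 3 older animals. The other older shams, 2 Sham-RF animals of 27 weeks, were below all young shams for both genes in RV and for Col3a1 in Spt, but not in LV, where Col3a1 was at 907 and 965 CPM and the lowest young sham at 905. These adjusted p are from edgeR. The 1 DEG in LV was Olr1085, which was at least 7.07-fold higher in Sham-LF (15 to 27 counts against 0 to 1), and at least 5.96-fold higher in Spt. In RV its log2 fold change was 3.55 ± 0.59 (edgeR adjusted p 0.00917). Olr1085 belongs to the large family of olfactory receptor genes, whose members can share reads, so its identity is uncertain. Il22ra2 rose by 1.89 ± 0.44 in Spt (edgeR adjusted p 0.0237) and Pfkfb1 by 1.90 ± 0.34 in RV (edgeR adjusted p 0.0103).

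Differences between chambers at baseline were tested in the 7 Sham-H animals. Between the libraries labelled RV and LV, 0 genes of 11924 passed and 721 had an unadjusted p under 0.05, and 8 passed without Sham-H replicate 6. Between Spt and LV there were 11 DEGs, 4 higher and 7 lower in Spt, 28 with the animal as a block, 221 with library series as a covariate, and 16 without Sham-H replicate 6. The count was 1, 3 and 5 without replicate 1, 4 and 5, and 0 without replicate 2, 3 or 7, with 712 to 834 genes at an unadjusted p under 0.05. Between Spt and RV there were 92 DEGs, 20 higher and 72 lower in Spt, with 169 without Sham-H replicate 6, 8 to 56 without replicate 2, 3, 4, 5 or 7, and 374 with library series as a covariate. The groups did not overlap for 5 of the 11 and 12 of the 92 (0.0583% by chance, 0.143% and 0.185% of all tested genes). Between RV and LV 0 genes passed within each series. Within series 2, 1 gene passed between Spt and LV and 74 between Spt and RV, 12 of them among the 92, and within series 3, 10 and 0 passed, with 510 genes at an unadjusted p under 0.05 in the latter. Penk was higher in Spt than in RV by 2.49 ± 0.38 (edgeR adjusted p 3.78e-05) and than in LV by 1.59 ± 0.36 (edgeR adjusted p 0.0454), with 334 ± 158 CPM in Spt, 111 ± 46.4 in LV and 59.1 ± 37.1 in RV (SD, n = 7 each). Irx2 was higher in Spt than in LV by 1.74 ± 0.40, and Rprm (-1.43 ± 0.33) and Tmem163 (-1.23 ± 0.28) were lower, each with an edgeR adjusted p of 0.0454. Rpe65 (-2.17 ± 0.41, edgeR adjusted p 0.00209) and H19 (-1.39 ± 0.35, edgeR adjusted p 0.0304) were lower in Spt than in RV.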

Values the study reported

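The study sequenced left ventricle, right ventricle and septum of whole hearts as a check on whether isolating cardiomyocytes had itself altered the genes called. For whole heart tissue it counts 674 DEGs and finds 47 of them on its list of 224 genes that PAB regulates in isolated cells. In isolated cardiomyocytes it counts 127 genes deregulated upon AOB.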

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

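All tests in this part were chosen only after the result was seen, except the ranking of the 64 exchanges of labels in Sham-H. Of 97 groups of 4 to 7 libraries, 17 had a library so far from the others that its gap to the nearest exceeded Dixon's 95% critical value, where chance gives about 4.85. They comprise 14 of 81 groups of gene levels, 0 of 12 groups of total counts and 3 of 4 groups of the RV minus LV ratio. No interaction of banding with stage or chamber passed, so no group difference of that kind is listed.

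The RV minus LV ratio stood far from the other animals of the condition at -1.34 in AOB-H replicate 1, -1.04 in PAB-H replicate 2 and -1.01 in Sham-H replicate 6. A mixture of both tissues in the pair would bring the ratio towards 0 and not near -1. Atrial tissue in the library labelled RV is argued against by the other 7 animals rich in Myl7. Each had a ventricle library of at least 100 CPM of Myl7 (up to 1131), and 6 of them were rich in RV. Their ratios were 0.553 to 1.24, at most 0.384 from the median of the animals that were not reversed, where a distance of 1.87 was needed. In AOB-H replicate 1 neither ventricle library held more than 3.28 CPM of Myl7. In PAB-H replicate 2 and Sham-H replicate 6 the rich library was that labelled LV (546 and 1036 CPM). Of the other 7, only AOB-F replicate 4 was rich in LV alone (268 CPM), with a ratio of 0.717. Atrial tissue in the library labelled LV would leave that labelled RV as it was, with 8.27 and 10.4 CPM of Myl7. The latter held 7.41 and 9.23 CPM of Irx2, where RV of animals not reversed held at most 2.93. It held 33.5 and 30.8 CPM of Meis2, where theirs held at least 36.3. Without atrial genes the ratios were -1.04 and -1.02. These values argue against atrial tissue in the library labelled LV as the whole cause in these 2 animals, and leave it open as a part. A fault of library series 1, which made 2 of the 3 pairs, is argued against by the other 4 animals of that series, whose ratios were above 0. The candidate explanation that remains for all 3 animals is that LV and RV were exchanged. The highest of the 3 ratios, -1.01, is about what an exchange would give. In Sham-H, all 64 exchanges of the labels LV and RV within animals were tried, and that of replicate 6 alone ranked 1 of 64, with 2038 genes at an unadjusted p under 0.05 and 184 DEGs, where the next had 1243 and 1 and the labels as given had 721 and 0. Counting the labelled one, 7 of the 64 exchanges gave as many genes as the labels. Replicate 6 was the only Sham-H animal with a reversed ratio, so the first rank of its exchange restates that ratio. It is no separate support for an exchange over other causes of a reversed difference. Whether these exchanges hide a response at the compensated stage was not tested and stays open. The fits that left out 1 animal each gave 0 DEGs in RV for PAB-H (71 to 317 genes at an unadjusted p under 0.05). In LV for AOB-H they also gave 0 (335 to 1053). Each of these comparisons holds 2 animals with a reversed ratio, and removing 1 of them leaves the other in place. No exchange was applied. A biological explanation, ventricles that differ in the opposite way, was not tested.

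Sham-H replicate 6 also stood apart in single genes. Its library labelled LV held 564 CPM of Acta1 and 3.61 CPM of Tmem163, and its library labelled RV 15.2 CPM of Col8a1 and 0.910 CPM of Pfkfb1. If the labels were exchanged, these values should lie in the range of the other 6 Sham-H libraries of the opposite chamber, which 3 of 4 did, while Tmem163 lay above the range of 1.16 to 2.47 CPM. This leaves the exchange open for this animal, and the value of Tmem163 is not explained by it.

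Nppa was far above the rest of the group in 3 libraries, at 4222 CPM in LV of Sham-H replicate 6, 3811 CPM in RV of PAB-H replicate 1 and 1961 CPM in RV of Sham-H replicate 7. These libraries also held 1036, 1131 and 596 CPM of Myl7, where the highest other library of the 2 RV groups held 28.0 and 65.3, and 43.4, 6.94 and 20.2 CPM of Bmp10, an atrial gene at no more than 0.307 CPM in the others. At the highest ratio of Nppa to Myl7 in other sham libraries with at least 100 CPM of Myl7, the excess of Myl7 could carry 145% or more of the excess of Nppa, and at the lowest ratio 64.2% or more. Some atrial tissue in these libraries is a candidate source that these values are in line with. A response of the animal itself was not tested.

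The LV library of AOB-H replicate 3 was far above the other 6 in 5 genes, with 4551 CPM of Nppa, 4237 of Acta1, 570 of Ankrd23, 108 of Tceal7 and 14858 of Myh7. Atrial tissue is argued against, since Myl7 could carry 1.72% of its excess of Nppa at most. Library series is argued against, since the highest of the other AOB-H libraries of series 2 held 183 CPM of Ankrd23. A fault of that LV library alone is argued against by the septum library of the same animal, which was the highest of the 7 AOB-H septum libraries for 5 of these 5 genes, with 538 CPM of Ankrd23 against at most 426 in the others. In RV of this animal none of the 5 genes was the highest. The highest RV values belonged to AOB-H replicate 1, whose ventricle labels are in question, for 4 of the 5 genes and to replicate 5 for Myh7. A stronger response to aortic banding in this animal stays open as a hypothesis, found and examined on the same libraries, and the load on its ventricle is not in the labels.

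Penk stood at 649 CPM in Spt of Sham-H replicate 5, above the other 6 at 124 to 342. That library differed in more than Penk. Its score on component 1 of Spt was -67.9, where the next lowest was -33.9, and it had the lowest TMM factor (0.785) and the fewest detected genes (12501) of the 99 libraries. The other Sham-H septum library of the same series held 267 CPM, inside that range, which argues against library series. A fault of this library as a whole was not tested and stays open, as does a biological explanation. Olr1085 stood at 0.0578 CPM in LV of Sham-H replicate 2, which is a single count where the other 6 libraries had 0, so that counting error alone can give it.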

How the results depend on the processing

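The alternatives listed in the methods were fixed before the data were examined, except that leaving out single animals of the groups of 7 was added later. The test at an adjusted p of 0.01 was run for the overlap of the failing ventricles alone, and leaving out a Sham-RF animal, which leaves a single sham, was run for medians and fold changes but given no test, so it has no count of DEGs or overlap. Of the 25 counts of DEGs, DESeq2's size factors in the edgeR fit left all within 1.5 times. No count of DEGs changed under any alternative other than single-animal fits for PAB-H in Spt and RV, AOB-H in LV and RV, PAB-F in LV, the interaction of banding with stage, RV against LV, and the interaction of banding with chamber except PAB-F under DESeq2. The cause of the changes that follow was not tested unless it is named.

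The DESeq2 Wald test called 245 DEGs for AOB-F in LV, 147 in Spt and 3 in RV, 13 for AOB-H in Spt, 1 for PAB-F in RV, 12, 410 and 20 for sham ageing in LV, Spt and RV, 23 between Spt and LV, and 1 for the interaction of PAB-F with chamber. Of the 98, 27 and 201 DEGs of the edgeR fit, 96, 27 and 201 were among its calls for AOB-F in LV and Spt and ageing in Spt. Without a filter on low counts there were 45 DEGs for AOB-F in Spt, 126 for ageing in Spt and 4 between Spt and LV. In 1 fit of all 99 libraries there were 8 for PAB-H in LV, 1 for AOB-F in Spt, 8 for PAB-F in RV, 17 for AOB-F in RV, and 6 and 37 for ageing in LV and RV.

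Fits of only the groups compared, which estimate the spread from fewer libraries, gave 0 DEGs for AOB-F in LV (1402 genes at an unadjusted p under 0.05) and in Spt (1148), 0 between Spt and LV (393), 2 for ageing in Spt, 2 for ageing in RV and 14 between Spt and RV, but 792 for PAB-F in Spt. Library series as a covariate gave 366 DEGs for AOB-F in LV, including all 98, 76 for AOB-F in RV, 2 and 829 for ageing in LV and RV, 221 between Spt and LV and 374 between Spt and RV. Pooling the older shams, which adds Sham-RF to Sham-LF, gave 333 for AOB-F in LV, 316 in Spt and 3 in RV, 2 for PAB-F in RV, and 2 and 132 for ageing in LV and Spt.

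Animals of different conditions share only their replicate number. The correlation of deviations of libraries with the same number ranged in LV from -0.09 to 0.66 for PAB-H with Sham-H and from -0.004 to 0.09 for AOB-F with Sham-LF, and was not above 0.1 for every pair in any comparison with 3 or more pairs. With that number as a replicate block there was 1 DEG for AOB-F in LV, 204 in Spt, and 9 and 1 for ageing in LV and RV. Between chambers the number marks the animal, and the animal as a block gave 28 DEGs between Spt and LV, 136 between Spt and RV, and 0 between RV and LV (1082 genes at an unadjusted p under 0.05). It changed no other call between chambers. With the replicate block the PAB list had a median of 0.0063 for PAB-H in Spt, against -0.0051 without.

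Counts ranged widely when 1 animal was left out at a time. They went from 0 to 636 for AOB-F in LV, 0 to 234 in Spt and 0 to 4 in RV, from 0 to 92 for AOB-H in Spt, from 1 to 6, 2 to 1279 and 0 to 14 for ageing in LV, Spt and RV, from 0 to 10 for the interaction of AOB with stage in LV, from 0 to 8 between RV and LV, 0 to 16 between Spt and LV and 8 to 169 between Spt and RV. Where these counts were 0, at least 303 genes had an unadjusted p under 0.05. The overlap of the failing ventricles was 0 in all of these fits. In the simulation the share of changed genes recovered fell from 92.5% in 7 against 7 animals to 87.5% in 4 against 3 and 75.5% in 3 against 2, so fewer animals lower a count by themselves, while some counts here rose when an animal was removed.

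The list medians are the same under fry and under an estimated correlation, which change the test alone. Under fry 6 of the camera results no longer passed, those of the PAB list for PAB-H in LV (median -0.0798, adjusted p 0.484) and PAB-F in RV (0.18, 0.484), and of the AOB list for AOB-H in LV (0.12, 0.484), Spt (0.23, 0.0526) and RV (0.0917, 0.608) and AOB-F in RV (0.24, 0.272). With an estimated correlation in camera, the adjusted p of these 6 was 0.483 for PAB-H in LV, 0.473 for PAB-F in RV, 0.473, 0.234 and 0.473 for AOB-H in LV, Spt and RV, and 0.473 for AOB-F in RV. The AOB list for AOB-F in LV (0.56, adjusted p 0.108) and Spt (0.37, 0.108) no longer passed either. The PAB list for PAB-F in LV passed in a fit of the groups compared (median -0.0483, adjusted p 0.0121) and changed sign with pooled shams (0.0012), and for PAB-F in Spt it passed with pooled shams (0.11, adjusted p 0.0198). For PAB-H in Spt it changed sign with library series as a covariate (0.00089), and ranged from -0.0351 to 0.0275 across the fits that each left out 1 animal. Across such fits the PAB list ranged from -0.12 to -0.0536 for PAB-H in LV, -0.0923 to -0.0390 for PAB-H in RV, -0.0918 to -0.0195 for PAB-F in LV, 0.0186 to 0.14 for PAB-F in Spt and 0.13 to 0.32 for PAB-F in RV. The AOB list ranged from 0.0332 to 0.16 for AOB-H in LV, 0.13 to 0.27 in Spt and -0.0023 to 0.13 in RV, and from 0.43 to 0.68 for AOB-F in LV, 0.29 to 0.48 in Spt and 0.17 to 0.32 in RV.

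Some of these single-animal fits changed whether a list passed by camera. The AOB list for AOB-H no longer passed in LV without AOB-H replicate 3 (adjusted p 0.209), nor in RV without replicate 3 (0.0654, adjusted p 0.116) or replicate 1 (adjusted p 0.536). The PAB list for PAB-F passed without PAB-F replicate 1 in LV (adjusted p 0.0318) and Spt (adjusted p 0.000331). For PAB-H it passed in Spt without Sham-H replicate 5 (-0.0316, adjusted p 0.0334), and in RV without PAB-H replicate 5 (adjusted p 0.000980), Sham-H replicate 1 (-0.0891, adjusted p 0.000503) or Sham-H replicate 2 (-0.0828, adjusted p 0.0282).

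With 1 animal left out, Nppa ranged from -0.43 to 0.84 for AOB-H in LV and from 0.06 to 2.02 for PAB-H in RV, and Col8a1 for PAB-H in RV from -0.0499 to 0.35. Of the other single genes, Col1a1 in RV of PAB-F changed by 0.27 with pooled shams and by -0.20 to 0.15 with 1 animal left out. Col3a1 there changed by -0.10 to 0.37 with 1 animal left out. Nppa in RV of PAB-F ranged from 3.63 to 6.79 over all alternatives, and from 5.81 to 6.79 with 1 animal left out. Under the alternatives other than single-animal fits, named genes changed in fits of the groups compared most often, where 21 of the 27 that had passed no longer did. In the 4 comparisons whose DEGs were matched between alternatives, none moved the median of all genes by more than 0.03 on the log2 scale. Depth of 12.1 M counts or more limits the genes near the floor, such as Olr1085 with 0 to 1 counts in young LV, for which only a lower bound can be given.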

Other observations

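The tests in this part were chosen only after the result was seen, except the splits of the animals (their repeat over pairings was chosen after), library series for ageing in Spt, and gene length for AOB-F in LV and for ageing in RV. Each count of DEGs with groups of at least 3 was set against other splits of the same animals into groups of the same sizes, the labelled split counted among them. Where the labelled split had 0 DEGs, the number of genes at an unadjusted p under 0.05 was compared.

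For AOB-F, 3 of the 35 splits of the 7 LV libraries gave at least 98 DEGs (up to 773), a share above 0.05. In Spt 5 of the 35 splits gave at least 27 (up to 241), and in RV 8 of the 35 gave as many genes at an unadjusted p under 0.05. For PAB-H, 28 of 100 splits in LV, 45 of 100 in Spt and 79 of 100 in RV gave as many. For AOB-H these were 42 of 100 in LV, 10 of 100 in Spt and 91 of 100 in RV. In all 4 of these comparisons in LV and RV, the split with the most genes parted the libraries of series 1 wholly from the rest, with 3874 to 5468 genes at an unadjusted p under 0.05, more than any labelled split. Library series as a covariate gave 0 DEGs in each of them. Among the splits that parted series 1 evenly, 5 of 46 gave as many genes for PAB-H and 7 of 42 for AOB-H in LV, and 18 of 33 and 35 of 44 in RV. For the interaction of AOB with stage in LV, 28 of 100 splits gave as many genes, and for that with chamber 40 of 50 for AOB-H, 11 of 35 for AOB-F and 39 of 50 for PAB-H. Between Spt and LV, 1 of the 64 exchanges within animals, the labelled one, gave as many as 11 DEGs, and between Spt and RV 5 of the 64 gave at least 92. For sham ageing, 7 of 100 splits gave as many DEGs in LV, 17 of 100 in Spt (up to 3597) and 4 of 100 in RV. The comparisons of PAB-F have 2 shams and were not split.

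For the AOB list, 2 of the 35 splits in LV, 6 of the 35 in Spt and 13 of the 35 in RV gave a median as far from 0 as AOB-F did, and for AOB-H 39 of 100 in LV, 11 of 100 in Spt and 49 of 100 in RV did. For the PAB list upon PAB-H these were 24 of 100 in LV, 93 of 100 in Spt and 38 of 100 in RV. Chance splits of unequal animals therefore stay open for the labelled result in most comparisons, except Spt against LV and ageing in RV, where fewer than 5% of splits gave as many DEGs.

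In LV and RV, series 1 differed from the other series by gene length. The difference between series had a Spearman correlation across genes with length of -0.54 in LV and -0.52 in RV, with medians of 0.47 for the shortest 10% of genes and -0.41 for the longest in LV. A length bias between library series is a candidate explanation for component 1 in LV and RV. Such a trend also occurred on a component that did not part the series. The loadings of component 1 had a Spearman correlation with length of 0.398 in Spt, against 0.537 in LV and 0.489 in RV (the sign of a component is arbitrary). The series in Spt also differed by length, but less. That correlation was -0.24, with medians of 0.05 for the shortest 10% of genes and -0.07 for the longest. What sets the trend in Spt was not tested. Condition is argued against as its source by the shares of 0.0267 in LV and 0.142 in RV. Library size cannot be told apart as a part of it, and its test was changed to a correlation within series after that over all libraries had been seen. Within series, component 1 correlated with the total count over 33 libraries with a Spearman coefficient of 0.444 in LV (permutation p 0.0162) and 0.477 in RV (permutation p 0.0136), each with a Benjamini-Hochberg adjusted p of 0.0243 over 3 chambers. The Pearson coefficients were 0.481 (permutation p 0.00983) and 0.507 (permutation p 0.00525), each with an adjusted p of 0.0147, and 0.473 and 0.452 without the 2 farthest libraries. Over all libraries the Spearman coefficients were 0.380 and 0.425.

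Gene length was also examined in the comparisons. For AOB-F in LV the log2 fold changes had a Spearman correlation across genes with length of 0.0821, which argues against length as the source of the 98 DEGs, while for sham ageing in RV it was -0.27, so that a length trend stays open for the number of genes there. Larger trends occurred where no gene passed, at 0.41 for PAB-H in Spt, 0.35 for AOB-F in RV, 0.31 for PAB-F in Spt and 0.30 for AOB-H in Spt. In the fits with library series as a covariate, the correlation was -0.37 for ageing in RV, -0.30 between Spt and LV and -0.34 between Spt and RV. Between chambers it was 0.04 and 0.008 without the covariate. The larger counts of DEGs for ageing in RV and between chambers therefore come with a length trend. For AOB-F the covariate left the correlation as it was, at 0.0815 in LV, with 366 DEGs against 98, and 0.35 in RV. The trend does not account for the collagens. The 200 genes nearest in length to Col1a1 had a median of -0.0795 in RV, against -1.10 for Col1a1. Library series is argued against for ageing in Spt, since 259 DEGs were called within series 3. A lower share of fibroblasts in the older septum would lower fibroblast genes alike. The 7 tested fibroblast genes other than collagens had a median of -0.36, and all 7 were nearer 0 than Col1a1 by more than 2 standard errors, which argues against it as the whole cause of the fall in Col1a1 and Col3a1. Age, which the design names, stays open and was not tested apart from time of surgery and library preparation.

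Marker lists of 11 cell types or states were examined in LV of AOB-F. The tested genes had median log2 fold changes of 0.59 for macrophages (10 of 10 genes higher), 0.003 for endothelium (5 of 10), -0.25 for cardiomyocytes (1 of 10), 0.25 for fibroblasts (7 of 9), -0.07 for smooth muscle and pericytes (3 of 10), -0.21 for lymphocytes (2 of 7), 1.65 for mesothelium (7 of 7), 0.43 for adipocytes (4 of 7), 0.06 for erythroid cells (5 of 6), 0.18 for proliferation (8 of 10) and 1.28 for atrium (7 of 10). Heart tissue expresses most of them, with a median of at least 1 CPM for 10 of 10 macrophage, endothelial, cardiomyocyte, smooth muscle and proliferation genes, 9 of 10 fibroblast and atrial genes, 5 of 7 mesothelial genes in the table, 4 of 9 lymphocyte, 4 of 6 erythroid and 3 of 9 adipocyte genes. The cardiomyocyte lists of the study hold 9 of the fibroblast, 3 of the macrophage, 2 of the atrial and 1 of the proliferation genes. A lower share of cardiomyocytes would raise other markers alike. Macrophage minus endothelial markers differed by 0.59, and in 3 of 4 animals by more than 0, but with a spread of 0.59 (SD), so that this explanation for part of the rise cannot be told apart with 4 animals. The most abundant genes of these lists were Lyz2 (130 CPM) and Eng (335 CPM).

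Atrial tissue was weighed as a source of Nppa in the failing ventricles. At the highest ratio of Nppa to Myl7 in sham libraries rich in Myl7, Myl7 could carry 3.53% of the rise of Nppa in LV of AOB-F, which argues against it. In RV of PAB-F it could carry 45.9%, from 0.192% to 100.1% in single animals. Atrial tissue therefore cannot be told apart from a response there as a source of part of the rise. The highest ratio, 5.09, came from LV of Sham-H replicate 7, which held 830 CPM of Nppa. Sham-H LV libraries other than replicate 6 held 273 to 1167 CPM, so this ratio includes Nppa of the ventricle and 45.9% is an upper limit. The lowest ratio was 2.26, which would give a smaller share. The share under which atrial tissue was taken as argued against was first 50% and was lowered to 25% after the 45.9% had been seen, and under the first limit it would have been argued against in RV too. In replicate 3 of PAB-F the library also held 78.8 CPM of Bmp10.

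The AOB-F response in Spt and RV came from the animals used for LV, so chance differences between these animals are shared. When the 35 splits were applied to all chambers at once, the labelled split had a Pearson correlation across genes of 0.69 between the log2 fold changes in LV and Spt, reached by 2 of the 35, and the other splits had a median of 0.14. For each split, the 98 genes with the lowest p in LV under that same split were followed. Under the labelled split, where these are the 98 DEGs, 96 had the same sign in Spt, which no other split reached under the labelled pairing (24 to 95), and 96 in RV, which 4 of the 35 splits reached. These counts take the libraries of 1 number as 1 animal, and a wrong pairing can lower the agreement of the other splits alone. Over all 144 pairings of the LV and Spt libraries within both groups, 1 to 4 of the 35 splits reached the correlation and 1 to 7 the number of same signs, and the median correlation of the other splits ranged from -0.12 to 0.39. Whether the septum libraries of AOB-F belong to the animals of their number could not be settled. The labelled pairing with LV ranked 9 of 24 by the correlation of deviations, and that with RV 18 of 24. Between RV and Spt this correlation averaged -0.056 for the same number and 0.019 for other numbers, which gives the labelled pairing no support. The AOB list was highest in AOB-F replicates 1 and 4 in LV (0.87 and 0.80) and RV (0.49 and 0.48). In Spt it was highest in replicates 1 and 3 (0.66 and 0.58), with replicate 4 at 0.19.

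Immediate-early genes, which respond to handling and stress within minutes, differed between animals. A score over 15 of 16 listed genes correlated between LV and RV of the same animal with a Pearson correlation of 0.886 (permutation p 1e-05, the smallest possible) and a Spearman correlation of 0.869 (permutation p 1e-05) over 33 animals, both with a Benjamini-Hochberg adjusted p of 1e-05 over 3 pairs of chambers, 0.833 without the 2 animals farthest from the median, 0.854 within conditions, and 0.821, 0.895 and 0.967 within library series 1, 2 and 3. Between LV and Spt the Pearson correlation was 0.844 (0.778 without the 2 farthest), and between RV and Spt 0.783 (0.686). This is in line with a difference between animals that all chambers share, at 0.886, rather than between libraries. Both Sham-RF animals had scores of 0.55 to 1.18 in all chambers, and all others -0.54 to 0.71. The median of these genes for PAB-F against Sham-RF in LV was -0.89, so the shams rather than the banding may set it apart, and with 2 shams this was not tested. The same list had a median of 0.11 for AOB-F in LV.

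The union of genes in RV with an unadjusted p of at most 0.01 held 9 of 220 genes on the PAB list by edgeR and 26 of 306 by DESeq2. The number of genes on the list is lower in both than the value quoted from the study above, while as a share of the union it is lower by edgeR and higher by DESeq2. The limits of the study on fold change and mean count were not applied here.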
